A study of Mus musculus with 14 samples. Its data were reported in "Chd7 is indispensable for mammalian brain development through activation of a neuronal differentiation programme" (2017).

How the data were processed

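Total RNA was sequenced from 14 libraries of granule neuron progenitors (GNPs) isolated from mouse cerebella at postnatal day 7, with 5 libraries labelled WT, 5 labelled Het and 4 labelled Hom for Chd7. The authors deposited 1 table of gene-level transcripts-per-million values (TPM). They obtained these values by mapping single-end Illumina reads to the Ensembl mouse transcriptome (mm10) with Bowtie and estimating expression with RSEM, both at default parameters. Each deposited column sums to between 999999.14 and 1000000.79, and the smallest value is 0, so the TPM values were taken as not yet corrected for the sequencing batch. A TPM value keeps no record of the number of reads. The study gives only an approximate depth for all libraries alike, so the depth of each single library is unknown, and no counting error, interval or detection limit based on depth was computed. TPM is also a share of a fixed total, so a large change in a few abundant genes shifts the values of all other genes.

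The study sequenced its libraries in 2 batches. Batch 1 held WT 1 to 3, Het 1 to 3 and Hom 1 and 2 (8 libraries), and batch 2 held WT 4 and 5, Het 4 and 5 and Hom 3 and 4 (6 libraries). The 5 columns headed as controls were taken as the WT libraries of the same number. No pair of columns held identical values. Of the 41381 Ensembl genes, 40254 were given a symbol and 40340 a position on GRCm38 by the GENCODE annotation, and 11978 were at 0 in all libraries. Gene span was the distance from the annotated start to the annotated end. Positions are 1-based.

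Values were analysed as log2(TPM + 1) for the 17325 genes with a TPM of at least 1 in at least 4 libraries. All log2 changes are on this scale, which understates the change of genes at low TPM. Linear models were fitted with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with an intensity trend), with genotype and sequencing batch as terms and all 14 libraries in the fit. P-values were two-sided and adjusted by the Benjamini-Hochberg method over the genes tested in each contrast. A gene is described as called when its adjusted p was under 0.05. Adjusted p-values in the text come from limma unless a gene list or another test is named. The difference of a genotype effect between the batches was tested as an interaction term.

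The study tested its genes with a Kruskal-Wallis test after ComBat. ComBat was not run here. In its place the batch term was removed with limma's removeBatchEffect, and an exact Kruskal-Wallis test over the 3 genotypes was computed from all 252252 arrangements of the libraries, with an unadjusted threshold of 0.01. This test does not account for the degree of freedom spent on the batch.

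The share of genes changed in Hom that also changed in Het was set beside 100 simulated data sets in which the Het effect was 0, since both contrasts use the same WT libraries. These data sets kept the fitted WT and batch values and the fitted Hom change of the called genes. The Hom change of every other gene was set to 0. Residuals were drawn as random mixtures of the observed ones, which retains the correlation between genes. The simulated data sets were also fitted in each batch alone, with the genes of the main filter.

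Of the 17 gene lists, 15 were written as lists of markers, pathways or genes named in the study's text, and the other 2 came from the study itself: its genes lower in Hom GNPs, which were selected on these libraries, and those of its genes lower in cultured granule neurons after both Chd7 loss and topoisomerase II inhibition that also rose as cultured progenitors differentiated, which were selected on arrays of other samples. The lists covered granule neurons, proliferating progenitors, Purkinje cells, inhibitory interneurons, astroglia, oligodendroglia, microglia, endothelium, red blood cells, meninges, p53 targets, sterol synthesis, Y-linked genes, topoisomerases and 11 genes from the study's text. They were tested with camera at a preset correlation of 0.01, with adjustment over 34 tests (17 lists in 2 contrasts), and again with an estimated correlation and with fry. The mean log2 level of each list was also compared by exact permutation of the genotype labels within batch, which allows 60 arrangements for Hom against WT and 120 for Het against WT. The smallest p this gives is 0.0167. The same permutation was used for the difference in median log2 change between genes spanning over 100 kb and shorter genes.

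The genes named in the text were chosen by a rule. They are Chd7, 11 genes taken from the study's text, 3 topoisomerases, and the 6 genes with the largest fall and the 6 with the largest rise among those that were called in Hom against WT, had a mean TPM of at least 5 in WT or Hom, and had every Hom library beyond every WT library of its own batch. For Het against WT the same rule gave up to 3 genes in each direction. Genes named outside this rule are marked as such.

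Alternatives changed 1 choice at a time: a pseudocount of 0.1 or 0.5; all genes with a TPM above 0 in at least 4 libraries, or a mean TPM of at least 5; median-ratio scaling; quantile normalization; no batch term; the batch of Het 3 taken from its deposit; the replicate number as a block; only the 2 genotypes compared; no intensity trend; array weights; the mean level of Y-linked genes as a covariate; each batch alone; a span of 50 or 200 kb; and each of the 14 libraries left out in turn. The groups, tests, lists, rule for named genes and these alternatives were set before the data were examined. Levels of the endothelial and Purkinje cell lists as covariates, and a division of the proliferation list, were chosen after seeing the data.

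The procedure was tested on simulated data in which 200 of the 17325 genes were changed by 1 on the log2 scale in Hom. Noise was drawn independently for each gene. Limma called 160 of the 200 changed genes (80.0%), 9 of the 17125 unchanged genes, none with the wrong sign, and 0 genes in Het. The rank test gave p under 0.01 for 177 of the 200 changed genes and for 1.53% of the unchanged genes. These rates leave out the correlation between genes. The simulated data sets with an unchanged Het group retain it, with 245 lower and 220 higher genes changed in Hom. There limma called a median of 204.5 lower and 188 higher genes in Hom, and at most 1385 and 2373. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the remaining steps. Reads, exon-level values, other assays and gene ontology terms were not analysed here.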

Results

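The data are RNA sequencing (RNA-seq) profiles of GNPs from P7 mice bred to keep both copies, 1 copy or no copy of intact Chd7 in these cells. GNPs are the dividing cells of the external granule layer that give rise to cerebellar granule neurons, and Chd7 encodes an ATP-dependent chromatin remodeller. WT libraries (n = 5) came from mice with floxed Chd7 and no Cre. Het libraries (n = 5) came from mice in which Atoh1-Cre, active in the granule cell lineage, targets 1 copy, and Hom libraries (n = 4) from mice in which it targets both. The study found loss of Chd7 protein in granule cells of Hom mice by immunostaining. It also reports remaining Chd7 protein in the posterior lobe, which it puts down to probably lower recombination by this Cre line. Each library had a TPM of at least 1 for between 15863 and 16734 genes. Mitochondrial transcripts held 4.93% to 6.56% of the TPM, and the 10 most abundant genes of each library held 8.19% to 9.86%. TPM does not keep the depth of a library. Pairwise Pearson correlations of log2(TPM + 1) between libraries, across genes, lay between 0.951 and 0.983. The first principal component held 19.3% of the variance and did not separate the genotypes. It ran from -34.9 to 17.8 among the batch 1 libraries and from 12 to 27.8 among those of batch 2.

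The targeted gene was examined first in every library. Chd7 (ENSMUSG00000041235; GRCm38 chromosome 4, 8690406 to 8867659, plus strand, protein coding) had TPM values of 120.81, 151.68, 132.41, 203.25 and 272.06 in WT 1 to 5. The values were 165.77, 181.3, 150.35, 149.36 and 136.77 in Het 1 to 5, and 172.49, 185.39, 149.87 and 125.63 in Hom 1 to 4. The means were 176 ± 62.3 (SD, n = 5), 157 ± 17.2 (SD, n = 5) and 158 ± 26.3 (SD, n = 4). Across both batches the log2 change was -0.11 in Hom (SE 0.20, limma adjusted p 0.862) and -0.11 in Het (SE 0.19, adjusted p 0.957), smaller than the spread between libraries. Within batch 1 Chd7 was higher in the libraries labelled Hom, by 0.41 on the log2 scale, against the direction that the labels give. Within batch 2 it was lower, with a change of -0.77. The Hom changes in the 2 batches differed by -1.18 (unadjusted p 1.17e-04, limma adjusted p 0.127 over all genes). Without WT 5 the pooled Hom change was 0.087 and the Het change 0.075, and without Hom 4 the Hom change was 0.016. With endothelial and Purkinje cell marker levels as covariates, chosen after seeing the data, Chd7 was lower in both groups, by -0.48 in Hom (unadjusted p 0.0104, adjusted p 0.139) and -0.48 in Het (unadjusted p 0.00631, adjusted p 0.326). Gene-level TPM covers all exons of a gene, and values for single exons were not analysed here. As Chd7 itself goes against the labels in batch 1, groups are named below as the libraries labelled WT, Het and Hom, and the directions that follow rest on those labels.

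**Figure D1:**
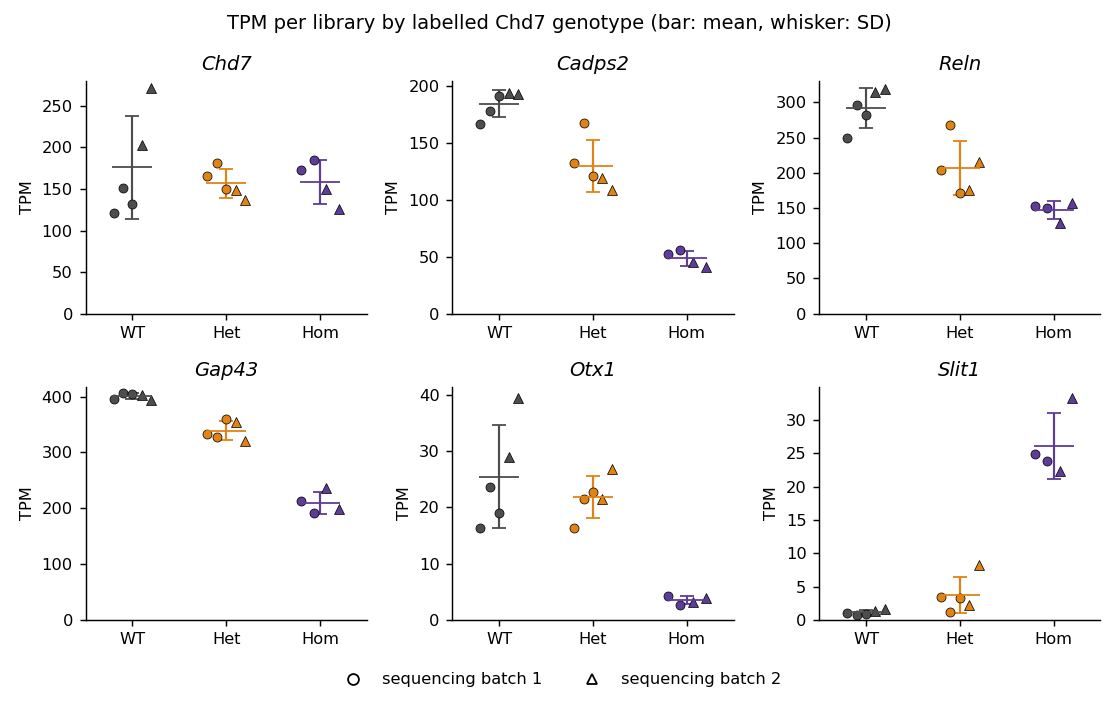
TPM (linear axis) of Chd7, Cadps2, Reln, Gap43, Otx1 and Slit1 in each library by labelled genotype, with circles for batch 1, triangles for batch 2, a bar for the mean and whiskers for the SD. The groups overlap for Chd7, while the 4 libraries labelled Hom lie apart from the 5 labelled WT for the other genes shown.

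Which genes change with homozygous loss was addressed by comparing libraries labelled Hom with those labelled WT. Of the 17325 genes tested, 245 were lower and 220 were higher in the libraries labelled Hom at a limma adjusted p under 0.05. At an unadjusted p under 0.05 there were 1112 lower and 1475 higher genes, where chance would give 866 in all. The median absolute change of the called genes was 0.65 on the log2 scale, and 40 lower and 47 higher genes changed by more than 1. All 245 lower genes had a change below 0 in each batch fitted alone, with medians of -0.57 in batch 1 and -0.67 in batch 2, and all 220 higher genes had a change above 0 in each (medians 0.69 and 0.63). These genes were called on both batches together, so the directions within batches are not independent of the call. Fitted alone, batch 1 gave 81 lower and 88 higher genes and batch 2 gave 25 and 8, which was the alternative that moved the counts most. Leaving out Hom 1 reduced the counts to 147 lower and 138 higher. The lower count also fell by more than 1.5 times without WT 2 (160), WT 3 (162) or Hom 4 (161), and the higher count without Hom 4 (135).

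All 11 genes listed here from the study's text were lower in the libraries labelled Hom and called over all genes, and all 11 were also called when adjusted over the list alone. The study chose several of them on these samples, so the latter is not independent evidence. Cnksr3 (-0.03, adjusted p 0.969) and Zfpm2 (-0.73, adjusted p 0.0807), which the study names as shared targets of Chd7 and Top2b, are outside this list. They were named after their values were seen, and neither was called. The study describes Cnksr3 in cultured granule neurons and Zfpm2 protein in cerebella with Top2b targeted. These GNP values therefore do not test either result. Cadps2 (ENSMUSG00000017978; chromosome 6, 23262773 to 23839421, minus strand) fell from 184 ± 12 TPM (SD, n = 5) in WT to 48.7 ± 6.65 (SD, n = 4) in Hom, a log2 change of -1.89 (SE 0.11, limma adjusted p 2.5e-06). Reln (ENSMUSG00000042453; chromosome 5, 21884454 to 22344702, minus strand), which encodes the secreted protein reelin, fell from 292 ± 28.4 to 147 ± 12.5 TPM, a change of -0.99 (SE 0.12, adjusted p 6.26e-04). Gap43 (ENSMUSG00000047261; chromosome 16, 42248442 to 42340651, minus strand) fell from 401 ± 5 to 210 ± 19.6 TPM, with a change of -0.94 (SE 0.06, adjusted p 6.66e-06). Grik2, Kcnd2 and Bmp5 changed by -1.08, -1.57 and -1.62 with adjusted p of 5.06e-05, 7.47e-04 and 3.38e-04. The changes of Fstl5, Nkain3 and Cacna2d1 were -1.22, -0.96 and -0.75, with adjusted p of 0.00634, 7.14e-04 and 0.00783. Neurod1 (ENSMUSG00000034701; chromosome 2, 79452521 to 79456751) changed by -0.55 (adjusted p 0.0116) and Unc5c by -0.75 (adjusted p 0.0206). All 11 kept their direction in each batch fitted alone, but 6 were not called in batch 1 alone and 5 not in batch 2 alone. Those of batch 1 were Reln (-0.86, adjusted p 0.0644), Nkain3 (-0.87, 0.0616), Kcnd2 (-1.42, 0.0927), Cacna2d1 (-0.40, 0.186), Neurod1 (-0.31, 0.173) and Unc5c (-0.36, 0.355). Those of batch 2 were Gap43 (-0.88, adjusted p 0.0507), Neurod1 (-0.86, 0.0507), Nkain3 (-1.07, 0.161), Bmp5 (-1.72, 0.0838) and Fstl5 (-1.15, 0.244). The call on Unc5c was lost when WT 4, WT 5, Hom 1, Hom 3 or Hom 4 was left out (changes from -0.65 to -0.73), and the calls on Neurod1 and Unc5c were lost when only the 2 genotypes compared were fitted (-0.56 for Neurod1, adjusted p 0.0505; -0.75 for Unc5c, adjusted p 0.0782).

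Genes were next chosen by size of change from 214 lower and 191 higher called genes. These had a mean TPM of at least 5 in WT or Hom, and every library labelled Hom beyond every library labelled WT of its own batch. Otx1 (ENSMUSG00000005917; chromosome 11, 21994764 to 22002897, minus strand) fell from 25.4 ± 9.19 TPM (SD, n = 5) to 3.49 ± 0.756 (SD, n = 4), with a log2 change of -2.55 (SE 0.19, limma adjusted p 1.62e-05). A730046J19Rik on chromosome X changed by -2.27 (adjusted p 9.23e-05) and Gm16169 on chromosome 17 by -2.08 (adjusted p 2.28e-05). The snoRNA Gm26202 had the largest fitted fall, -3.29, but its SE was 0.81 and its adjusted p 0.0491. It lost the call in 11 of the 14 fits that each left out 1 library and under a pseudocount of 0.1 (adjusted p 0.0908; 0.0610 to 0.206 over the 9 alternatives that lost it). The snRNA Gm23468 changed by -2.30 (SE 0.48, adjusted p 0.0206). Its call was lost without WT 2, WT 3, WT 5, Hom 1, Hom 2 or Hom 4 (changes from -2.26 to -2.15). Among the higher genes, Slit1 (ENSMUSG00000025020; chromosome 19, 41600257 to 41743665, minus strand) rose from 1.11 ± 0.322 to 26.1 ± 4.93 TPM, a change of 3.64 (SE 0.29, adjusted p 2.28e-05). Clic6, Sdk2 and Eln rose by 1.95, 1.75 and 1.68 (adjusted p 2.36e-05, 5.06e-05 and 1.04e-04). The changes of Olig3 and Ntng2 were 1.61 and 1.55, with adjusted p of 0.00465 and 5.04e-05.

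The study's own kind of test was then applied to the same values. The exact Kruskal-Wallis test gave 385 lower and 420 higher genes at an unadjusted p under 0.01. At that threshold 1% of the genes is 173, but the test gave more than this without a genotype effect. With noise independent between genes, 1.53% of unchanged simulated genes were under 0.01. Other groupings of the libraries, which still hold genotype differences, gave a median of 254 genes. With batch not removed it gave 250 and 273. Of these genes, 228 lower and 204 higher were also called by limma. After Benjamini-Hochberg adjustment 102 lower and 105 higher genes had an adjusted p under 0.05. The rank test's lower set held all 142 tested genes of the study's list of lower genes, of which limma called 122. That list was drawn from these libraries, so the overlap is not independent. All 11 genes listed from the study's text were in the rank test's lower set, with exact p from 2.38e-05, the smallest the test can give, to 0.00897 for Neurod1.

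Whether the change follows the gene dosage was addressed with the libraries labelled Het. Against WT, 0 genes were lower and 1 was higher at a limma adjusted p under 0.05, with 499 lower and 555 higher at an unadjusted p under 0.05. The called gene was Trmt9b (ENSMUSG00000039620; chromosome 8, 36457548 to 36516570, plus strand), at 4.38 ± 0.317 TPM (SD, n = 5) in WT, 9.38 ± 1 (SD, n = 5) in Het and 8.6 ± 1.6 (SD, n = 4) in Hom. Its log2 change was 0.95 in Het (SE 0.12, adjusted p 0.0360) and 0.83 in Hom (SE 0.13, adjusted p 0.00286). The Het call was lost in 10 of the 14 fits that each left out 1 library, where its change lay between 0.89 and 0.97. Without Het 2 the counts were 6 lower and 7 higher, and without WT 4 they were 2 and 4.

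Of the 245 genes lower in the libraries labelled Hom, 124 were also lower in those labelled Het at an unadjusted p under 0.05 (50.6%, Wilson 95% interval 44.4% to 56.8%), and 241 had a Het change below 0 (98.4%). The interval treats genes as independent, which they are not. With simulated unchanged Het libraries the share at p under 0.05 had a median of 2.26%, and 1 of the 100 simulations reached the observed share, the highest of them being 85.7%. The same-sign share had a simulated median of 55.5% and a highest value of 93.2%, under the observed 98.4%. Of the 220 higher genes, 139 were higher in Het at an unadjusted p under 0.05 (63.2%; simulated median 1.66%, highest 58.0%) and 216 had the same sign. The median ratio of the Het to the Hom change was 0.37 for the lower and 0.42 for the higher genes, against simulated medians of 0.018 and 0.025. The highest simulated ratios were 1.001 and 0.788, and 2 of the 100 simulations reached the observed ratio of the lower genes. Across all genes, which are not independent replicates, the Het and Hom changes had a Pearson correlation of 0.642. Of the 100 simulations 17 reached it, so shared WT libraries can give such a value. In these simulations only the called genes had a Hom change. Fitted within batch 1 the share was 66.7%, above the highest simulated value of 52.3% (median 2.44%; 97 of the 100 simulations had a called gene). Within batch 2 it was 84.0% of 25 genes. There only 55 simulations had a called gene, with a median share of 12.5%, and 2 of them reached the observed share. In Het the 11 named genes had a median change of -0.45. Over all genes 0 of them were called (10 had an unadjusted p under 0.05), and 10 were called when adjusted over the list alone, which is again not independent. The exception, Neurod1, changed by -0.03 in Het (unadjusted limma p 0.743), and by 0.15 in batch 1 alone and 0.058 without WT 5.

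**Figure D2:**
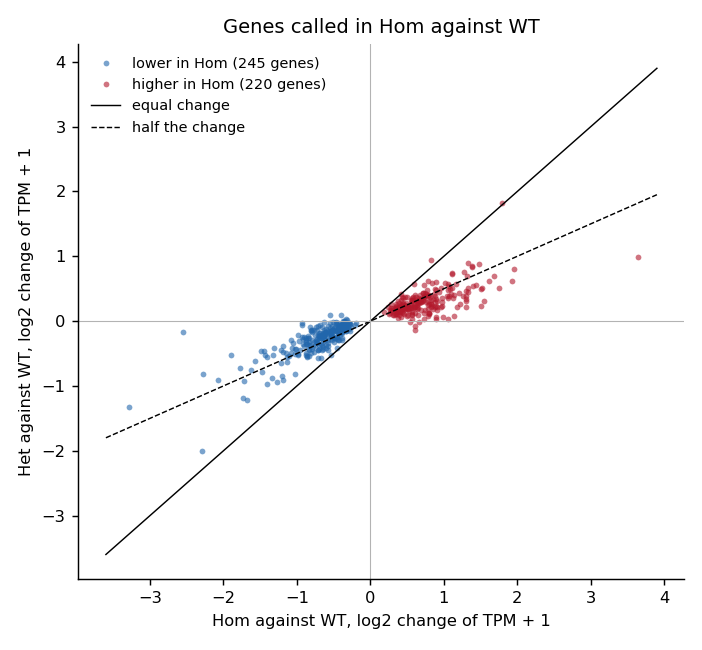
Log2 change of TPM + 1 against WT in libraries labelled Het (vertical axis) and Hom (horizontal axis) for the 245 genes called lower and the 220 called higher in Hom, with lines for an equal change and for a Het change of 50% of the Hom change. Most genes lie between no Het change and an equal change, while Otx1 changed by -0.17 in Het against -2.55 in Hom and Slit1 by 0.99 against 3.64.

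Libraries labelled Hom were also compared with those labelled Het. There were 48 lower and 26 higher genes at a limma adjusted p under 0.05, with 542 and 529 at an unadjusted p under 0.05. All 48 lower genes and 25 of the 26 higher genes were among those called in the same direction against WT. The exception, Gm25296, named after its values were seen, changed by 1.35 in Hom and -1.06 in Het against WT. Otx1 differed most among the lower genes, by -2.38 (adjusted p 5.14e-05), and had changed by -0.17 in Het against WT (SE 0.17, adjusted p 0.915). Slit1 was higher by 2.65 (adjusted p 0.00101). Array weights gave 76 lower and 42 higher genes. Leaving out WT 2, any of Het 1 to 5, Hom 1, Hom 2 or Hom 4 lowered the count of lower genes by more than 1.5 times, to 19 without Het 2 or Hom 1 and to 31 or fewer without the others. The count of higher genes fell likewise without Het 1, Het 2, Het 4, Hom 1, Hom 2 or Hom 4, to 9 without Hom 1 and to 14 to 17 without the others.

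Because Chd7 has been studied together with topoisomerases, their transcripts were examined. Top2b (ENSMUSG00000017485; chromosome 14, 16365179 to 16435462, plus strand) was at 234 ± 11 TPM (SD, n = 5) in WT and 239 ± 36.7 (SD, n = 4) in Hom, a log2 change of 0.04 (SE 0.06, limma adjusted p 0.833). Top2a changed by -0.02 (SE 0.16, adjusted p 0.975) and Top1 by 0.27 (SE 0.20, adjusted p 0.595). Of the 3 genes, 0 were called over all genes or when adjusted over the list alone, and 0 had an unadjusted p under 0.05. The sign of Top2a reversed under quantile normalization (0.01), in batch 2 alone (0.42), with the marker covariates (0.29), and without WT 1 (0.020), WT 3 (0.049) or Hom 2 (0.12). That of Top2b reversed in batch 2 alone (-0.080), with the replicate block (-0.0048), with the marker covariates (-0.026) and without Hom 2 (-0.024). That of Top1 reversed in batch 1 alone (-0.15).

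Gene lists were tested with camera. The 142 tested genes of the study's lower list had a median log2 change of -0.67 in Hom (adjusted camera p 9.96e-126) and -0.29 in Het (adjusted p 3.07e-73). They were selected on these libraries and are not independent evidence. In Hom 122 were called over all genes and 140 when adjusted over the list alone, and in Het 0 and 84, with 101 lower at an unadjusted p under 0.05. The 196 tested genes of the cultured neuron list, made on other samples and limited to genes that rise on differentiation, had a median of -0.27 in Hom (adjusted p 2.61e-36), with 170 of 196 below 0. In Hom 54 of them were called lower over all genes and 87 when adjusted over the list alone. Only Ptprg, named after its values were seen, was called higher over all genes. In Het the median was -0.11 (adjusted p 2.95e-14), with 0 called over all genes, 42 lower at an unadjusted p under 0.05 and 18 lower when adjusted over the list alone. This list shares 35 genes with the study's lower list. The 11 named genes had medians of -0.99 in Hom (adjusted p 2.65e-28) and -0.45 in Het (adjusted p 2.07e-16).

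The 20 sterol synthesis genes were all lower in the libraries labelled Hom, with a median of -0.37 (adjusted camera p 9.88e-18), and 3 of them are in the study's lower list. There were 6 called over all genes and 15 when adjusted over the list alone. In Het their median was -0.14 (adjusted p 1.92e-06), with 0 called over all genes, 6 lower at an unadjusted p under 0.05 and 4 when adjusted over the list alone. With 1 library left out this Het median ran from -0.20 (without WT 4) to -0.093 (without Het 4). The 13 granule neuron markers had a median of -0.13 (adjusted p 6.49e-04), with 12 of 13 below 0. Without Hom 2 this median was -0.31 and without Hom 1 it was -0.084. Over all genes Slc17a7 (-0.71) and Tubb3 (-0.38) were called lower and Grin2c (1.51) higher, all 3 named after their values were seen. Adjusted over the list alone there were 6 lower and 1 higher. The 17 proliferation genes had a median of 0.14 (adjusted p 0.00734). Without Hom 1 it was 0.073 and no longer passed the threshold, as it also did not without WT 4 (0.091) or Hom 3 (0.10). Of these genes only Ccnd1 (0.80), named after its values were seen, was called over all genes, and 2 were when adjusted over the list alone. The 9 tested p53 targets had a median of -0.057 (adjusted p 0.660), which changed sign without WT 1, WT 3, Hom 1 or Hom 3 (0.14 without Hom 3). The 3 topoisomerases had one of 0.041 (adjusted p 0.668), and of 0.12 without Hom 2 or 0.020 without WT 1.

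Markers of other cell types differed between libraries in ways that depended on the batch. The 6 endothelial genes had a median Hom change of 1.56 (adjusted camera p 0.00119), with 2.28 in batch 1 and 0.57 in batch 2. The 7 tested Purkinje cell genes had a median of -0.52 (adjusted p 0.00818), with -1.04 in batch 1 and 0.23 in batch 2, and the pooled median was -0.83 without WT 5. Without WT 1 it was -0.40 and no longer passed the threshold (adjusted p 0.0556). The 9 astroglial genes had a median of -0.86 (adjusted p 1.7e-05; -1.22 and -0.40 in batches 1 and 2) and the 5 red blood cell genes one of -0.80 (adjusted p 9.14e-04; -0.77 and -0.88). Medians of 0.22 for 7 interneuron genes, 0.19 for 5 meningeal, 0.060 for 8 microglial, 0.12 for 8 oligodendroglial and -0.066 for 4 Y-linked genes had adjusted p from 0.547 to 0.943. Without single libraries these 5 medians changed sign, to -0.059 for interneuron genes without Hom 2, -0.064 for meningeal genes without Hom 4, -0.22 for microglial and -0.12 for oligodendroglial genes without WT 5, and 0.73 for Y-linked genes without Hom 2. The microglial list passed the threshold in the opposite direction without WT 5 (adjusted p 0.00174) and in batch 1 alone (-0.23, adjusted p 0.00309). The oligodendroglial list passed it without Hom 1 (0.34, adjusted p 0.0177) and in batch 2 alone (0.63, adjusted p 0.00122). The interneuron gene Lhx1 (-0.45), named after its values were seen, was called lower over all genes. The other 8 of these lists had 0 called genes, with 11 lower and 6 higher at an unadjusted p under 0.05. Adjusted over the list alone, 6 astroglial and 4 red blood cell genes were lower and 1 endothelial gene was higher. In Het the medians were -1.02 for red blood cell (adjusted camera p 3.74e-07), -0.57 for Purkinje cell (6.18e-04), 1.12 for endothelial (8.22e-04) and -0.37 for astroglial genes (0.00342). In batch 2 alone they were -0.75, 0.29, 0.25 and 0.058. Of the genes in these 4 lists 0 were called over all genes in Het, and 4 red blood cell genes were lower when adjusted over the list alone. In Het 5 genes of these 4 lists were lower and 1 was higher at an unadjusted p under 0.05.

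**Figure D3:**
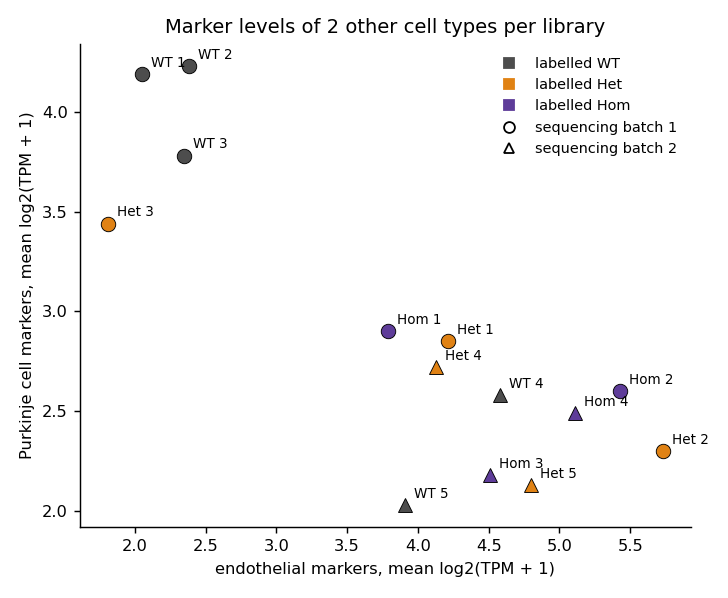
Mean log2(TPM + 1) of the endothelial (horizontal axis) and Purkinje cell (vertical axis) gene lists in each library, coloured by labelled genotype, with circles for batch 1 and triangles for batch 2. WT 1 to 3 and Het 3 lie apart from the other libraries, at an endothelial level of 1.81 to 2.38 and a Purkinje cell level of 3.44 to 4.23.

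Of the camera calls in Hom, those for both of the study's lists, the named genes, the granule neuron list and the sterol list held under an estimated correlation (adjusted p from 3.33e-06 to 0.0265) and under fry. Those for the proliferation, astroglial, endothelial, red blood cell and Purkinje cell lists did not. In Het the calls for the study's lower list and the named genes held under both, while those for the cultured neuron list (adjusted p 0.174 and 0.125) and the sterol list (0.204 and 0.15) did not. Nor did the Het calls for the red blood cell (0.081 and 0.0529), Purkinje cell (0.204 and 0.15), endothelial (0.362 and 0.297) and astroglial lists (0.489 and 0.587). In the exact permutation within batch, both of the study's lists, the named genes, the sterol list and the proliferation list reached 0.0167 in Hom, the smallest p that 60 arrangements allow. With 5 lists at this p the adjusted p over 17 lists was 0.0568, so no list passed 0.05 after adjustment in Hom. In Het the study's lower list and the sterol list also reached an unadjusted permutation p of 0.0167. The named genes had 0.0333, and the cultured neuron and red blood cell lists 0.05.

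The study addressed long genes in cultured neurons, and gene span was examined here in GNPs. Genes spanning over 100 kb had a median log2 change in Hom that was 0.022 above that of shorter genes (exact permutation p 0.567, two-sided), and 0.0083 above in Het (exact permutation p 0.80). The sign of both reversed in batch 2 alone (-0.035 and -0.046) and for genes over 200 kb (-0.0081 and -0.017), and that of the Hom difference also without Hom 2 (-0.0080). The Het difference also reversed without WT 1 (-0.012), WT 3 (-0.0010) or Het 2 (-0.013). Among called genes the picture was different. Genes called lower had a median span of 59.7 kb and genes called higher one of 42.5 kb, against 18.8 kb for all tested genes. The share over 100 kb was 40.3% of the lower genes, 28.9% of the higher genes and 12.1% of the genes not called. The lower genes (Fisher's exact p 3.64e-28, two-sided, across genes) and the higher genes (4.76e-11) each exceeded the genes not called, and the lower exceeded the higher genes (Fisher's exact p 0.011). Genes are not independent replicates, so these p-values describe the sets.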

Values the study reported

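At P < 0.01, the study reported 151 downregulated genes in Chd7 Hom. GNPs. It found that 95 of these 151 (62.9%) were also significantly lower in Chd7 Het. GNPs at P < 0.05. By qRT-PCR, the study observed a decrease in Chd7 transcripts that followed the genotype. For each RNA-seq sample it obtained about 20,000,000 single-end reads.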

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

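The tests of mislabelling, of an unrecorded batch and of cell content described here were chosen only after the results they bear on were seen, while the test of scaling was set before.

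The effect of the Hom label on Chd7 differed between the sequencing batches by -1.18 on the log2 scale (unadjusted p 1.17e-04, limma adjusted p 0.127), so the difference does not pass the threshold over all genes. Chd7 was chosen for this test as the targeted gene. The corresponding difference in Het was -1.01 (unadjusted p 2.9e-04). Chd7 TPM in the WT libraries was 120.81 to 151.68 in batch 1 and 203.25 to 272.06 in batch 2. In the Het and Hom libraries together it was 150.35 to 185.39 in batch 1 and 125.63 to 149.87 in batch 2. From batch 1 to batch 2 Chd7 thus rose in the WT libraries and fell in the others. Swapped labels in batch 1 are argued against by the genes called lower in batch 2. Of the 25 genes called lower in the libraries labelled Hom in batch 2 alone, 24 were lower in batch 1 too, with a median change of -0.86, outside the range of -0.20 to 0.24 given by 1000 random sets of that size. Across all genes, most of them not called, the Hom changes in the 2 batches correlated at only 0.098. Library composition is also argued against, since median-ratio scaling left the batch difference at -1.18. Uneven content of endothelial and Purkinje cells stays open. With the levels of both marker lists as covariates the batch difference was -0.85 (unadjusted p 0.0109) and the pooled change was -0.48 in Hom and in Het, in the direction of the labels. These levels follow the WT label almost completely in batch 1, so a partly smaller difference cannot be told apart from an adjustment for genotype itself. An unrecorded division within batch 1 stays open. If Het 1, Het 2, Hom 1 and Hom 2 had been handled apart from WT 1 to 3 and Het 3, the difference of Het 1 and 2 from Het 3 would follow that of Hom 1 and 2 from WT 1 to 3. Across genes these differences, which share no library, correlated at 0.244. With Het 1 or Het 2 singled out in place of Het 3 the values were -0.081 and -0.17. The differences among the Het libraries cancel out for every gene. A positive value for Het 3 therefore makes the others negative on balance, and they are no separate comparison. Such a division may have raised or lowered Chd7 in WT 1 to 3 independently of genotype. A conditional deletion that leaves most of the transcript in place is a biological candidate for the pooled change of -0.11, and was not tested because exon-level values were not analysed here.

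The same comparison between batches gave 2 genes with a limma adjusted p under 0.05, both named after their values were seen, and 2980 genes at an unadjusted p under 0.05, where chance would give 866. Coro1c changed by 0.36 in batch 1 and -0.44 in batch 2, a difference of -0.80 (adjusted p 0.0495). Like Chd7, it was lower in WT 1 to 3 (114.75 to 122.11 TPM) than in WT 4 and 5 (197.61 and 204.36), while Het and Hom libraries lay between 141.29 and 165.9. Gm3608 changed by 3.63 in batch 1 and -0.35 in batch 2, a difference of -3.97 (adjusted p 0.0252). Its TPM was 14.46 to 37.21 in the Het and Hom libraries of batch 1, 0.89 to 2.61 in WT 1 to 3, and 0 to 1.02 in batch 2. The unrecorded division described for Chd7, with its correlation of 0.244, could account for part of the large number of such differences. It describes Coro1c and Gm3608 less well, since Het 3, at 141.29 and 14.46 TPM, lay with the other mutant libraries of batch 1 rather than with WT 1 to 3. A difference in the genetic background of the mice used for batch 1 is an open explanation for Gm3608 and was not tested.

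A single library lay far from the others of its group for 3 named genes, in 4 of the 81 groups tested. Chance alone would give 4.05, so these are as many as chance gives. Neurod1 was at 875.62 TPM in Het 3 and 778.78 in the next highest Het library (a gap of 0.778 of the range). Gm26202 was at 0.00 TPM in Het 1 and 11.69 in the next lowest Het library (0.734). Gm23468 was at 1.04 TPM in WT 4 and 5.66 in the next lowest WT library (0.769), and at 0.97 TPM in Hom 3 with the other Hom libraries listed at 0 (a gap of the whole range, 1). Gm26202 and Gm23468 are small RNA genes, for which a few reads may decide the TPM. Without WT 4 the Hom change of Gm23468 was -2.73, and without Het 3 that of Neurod1 in Het was -0.080, against -0.03 with all libraries. No biological explanation for these single libraries was tested.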

How the results depend on the processing

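The 245 lower and 220 higher genes of Hom against WT stayed within 1.5 times those counts, in each direction, under both pseudocounts, both filters on low values, median-ratio scaling, quantile normalization, the batch taken from the deposits, no intensity trend, array weights and the Y-linked covariate. Scaling moved the median change of all genes only from 0.024 as deposited to -0.0014 (median ratio) and 0.0016 (quantile). Where a result changed, the cause was not tested, apart from fits with fewer libraries. In all, 601 values of the named genes other than Chd7 were recomputed under alternatives. Of these, 549 kept their direction and their side of the threshold, 40 lost the threshold, 3 passed it newly and 9 reversed. Chd7 was not in this tally, and it reversed in Hom and in Het under array weights and in batch 1 alone. For the other gene lists 295 of 342 values were kept, 23 lost the threshold, 1 passed it newly and 23 reversed.

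Without a batch term 163 genes were lower in Hom, 2 were higher in Het, and Hom against Het gave 27 lower and 14 higher. With only the 2 genotypes compared in the fit, Hom against WT gave 123 lower and 136 higher genes, Het 0 higher, and Hom against Het 27 and 15, while the Het share of the genes lower in Hom was 63.4%. Without an intensity trend Hom against Het gave 28 lower genes and the share was 57.7%. With the Y-linked level as a covariate Het gave 1 lower and 3 higher genes and Hom against Het 31 and 17. The number of genes higher in Het was 3 with a pseudocount of 0.1 and 3 with 0.5, and 0 with all genes above 0, with a mean TPM of at least 5, and after quantile normalization. The Y-linked list reversed to 0.040 at a pseudocount of 0.1, p53 targets to 0.0029 with all genes above 0, and Top2a to 0.010 after quantile normalization. All of these reversals were of values not past the threshold.

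Array weights gave 5 lower and 8 higher genes in Het and 76 lower and 42 higher in Hom against Het. Under these weights Chd7 changed by 0.019 in Hom and 0.0048 in Het, Neurod1 by 0.018 in Het, and the lists for microglia, oligodendroglia and Y-linked genes had Hom medians of -0.15, -0.25 and 0.21.

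Batch 1 alone, with 8 libraries, gave 81 lower and 88 higher genes in Hom, 2 higher in Het, and 9 lower and 3 higher in Hom against Het. The Het share was 66.7%, against a highest value of 52.3% in simulations with an unchanged Het group. Chd7 changed by 0.41 in Hom and 0.30 in Het, Neurod1 in Het by 0.15, Top1 and the topoisomerase list by -0.15, and the microglia and oligodendroglia lists by -0.23 (adjusted p 0.00309) and -0.34. Batch 2 alone, with 6 libraries, gave 25 lower and 8 higher genes in Hom, 1 lower and 0 higher in Het, and 1 lower and 0 higher in Hom against Het, with a share of 84.0%, which 2 of the 55 simulations with a called gene reached. Top2b changed by -0.080 and Top2a by 0.42. The medians were -0.018 for interneuron, 0.23 for Purkinje cell and 0.95 for Y-linked genes, and in Het 0.29 for Purkinje cell and 0.058 for astroglial genes. Among the genes chosen by size of change, Gm26202 and Olig3 lost their call in each batch alone, and A730046J19Rik, Gm16169, Slit1, Sdk2 and Ntng2 in batch 2 alone. Trmt9b lost its calls in Hom and Het in each batch alone, while Reln, Nkain3, Kcnd2, Cacna2d1, Neurod1 and Unc5c lost theirs in batch 1 alone and Gap43, Neurod1, Nkain3, Bmp5 and Fstl5 in batch 2 alone. The proliferation list in Hom lost the threshold in batch 1 alone (adjusted camera p 0.064). In batch 2 alone the astroglial list in Hom and the endothelial list in Het lost it (adjusted camera p 0.249 for each). In batch 2 alone the oligodendroglial list passed the threshold (0.63, adjusted p 0.00122), and the long gene differences were -0.035 in Hom and -0.046 in Het. For genes over 200 kb these differences were -0.0081 and -0.017. Under an estimated correlation and under fry, the cultured neuron list in Het (median -0.11) no longer passed the threshold, and nor did the lists for red blood cells, Purkinje cells, endothelium and astroglia in Het.

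The replicate numbers did not pair the libraries. Of the 13 pairs of the same number, 9 had correlated deviations over 0.1 from their group means and 3 after adjustment for batch, so the libraries share only a number. With the replicate number as a block in place of the batch term there were 167 lower and 223 higher genes in Hom, 0 higher in Het, and a Het share of 61.1%. Top2b and the topoisomerase list changed by -0.0048, p53 targets by 0.13 and Y-linked genes by 0.41.

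With endothelial and Purkinje cell marker levels as covariates, an alternative chosen after seeing the data, Het gave 5 lower and 0 higher genes and the Het share was 75.1%. Chd7 changed by -0.48 in Hom (unadjusted p 0.0104, adjusted p 0.139) and -0.48 in Het (unadjusted p 0.00631, adjusted p 0.326), in the direction of the labels but not past the threshold over all genes. In Het Cadps2 (-0.71, adjusted p 0.0146), Grik2 (-0.65, adjusted p 0.0146) and Reln (-0.70, adjusted p 0.0177) passed it newly, while Gm23468 in Hom lost it (adjusted p 0.113). Top2b changed by -0.026 and Top2a by 0.29. The medians were -0.060 for endothelial, 0.0099 for Purkinje cell, -0.068 for interneuron and 0.15 for Y-linked genes, where the first 2 are removed by construction. In Het they were -0.027 for endothelial, 0.029 for Purkinje cell and 0.11 for astroglial genes. The long gene differences were -0.032 in Hom and -0.034 in Het.

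For the rank test, leaving the batch in gave 250 lower and 273 higher genes, and Benjamini-Hochberg adjustment gave 102 and 105.

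Across the 14 fits that each left out 1 library, genes lower in Hom ranged from 147 (without Hom 1) to 249, and genes higher from 135 (without Hom 4) to 241. In Het there were 0 to 6 lower and 0 to 7 higher genes, both highest without Het 2. Hom against Het gave 19 to 48 lower genes (lowest without Het 2 and Hom 1) and 9 to 26 higher (lowest without Hom 1). The Het share ran from 43.2% (without Hom 3) to 59.7% (without WT 5). Chd7 changed by -0.22 to 0.087 in Hom and -0.22 to 0.075 in Het, both highest without WT 5. Top2b ranged from -0.024 to 0.096, Top2a from -0.15 to 0.12 and Neurod1 in Het from -0.092 to 0.058. Top1 ranged from 0.090 (without WT 4) to 0.39 (without Hom 1). Medians ranged from -0.059 to 0.39 for interneuron, -0.064 to 0.37 for meningeal, -0.22 to 0.14 for microglial, -0.12 to 0.34 for oligodendroglial and -0.93 to 0.73 for Y-linked genes, and from -0.14 to 0.14 for p53 targets. The oligodendroglial list passed the threshold without Hom 1, and the microglial list, reversed, without WT 5 (adjusted p 0.00174). In Het the lists for endothelium (0.58 to 1.54), red blood cells (-1.19 to -0.84) and Purkinje cells (-0.75 to -0.41) kept the threshold in all 14 fits, and that for astroglia (-0.63 to -0.18) lost it without WT 1, WT 2 or WT 4. Long gene differences ranged from -0.0080 to 0.048 in Hom and -0.013 to 0.019 in Het. Of 532 values of the named genes other than Chd7 in these fits, 492 kept their direction and side of the threshold. A further 32 lost the threshold, 3 passed it newly and 5 reversed. Chd7, again not in the tally, reversed without WT 5 in Hom and in Het, and without Hom 4 in Hom. Cadps2, Reln and Grik2 passed the threshold in Het without Het 2. The depth of each single library is unknown, so its effect on any of these results could not be examined.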

Other observations

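The tests of pooled sexes, of carry-over, of Purkinje and endothelial cell content, of the marker covariates, of the size of the falls and of the hedgehog genes were chosen only after the results were seen. The others were set before.

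Other groupings of the libraries were used to judge the counts of called genes. For Hom against WT, 1 of 100 splits of the libraries (the real split included, drawn from 126) gave as many calls, and the most that another split gave was 25. For Hom against Het it was also 1 of 100, with at most 26 calls from another split. For Het against WT, 15 of 100 splits gave as many, so its 1 call is within what other groupings give. For the rank test, 6 of 100 groupings gave at least its 805 genes. The largest, with WT 1, WT 2, Hom 1 and Hom 3 as the group of 4, gave 2197, and the median of the others was 254. The number of genes from the rank test is therefore not clearly beyond other groupings. This cannot be set directly beside the limma result. The limma splits exchanged only libraries of the 2 genotypes compared and counted adjusted p-values, while the rank test groupings exchanged all 14 libraries and counted unadjusted ones.

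The rank test here gave 385 lower genes at an unadjusted p under 0.01. That is higher than the value quoted from the study above. The study removed the batch with ComBat, which was not run here, and does not state which genes it tested. The counts are therefore not like for like.

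Xist and the Y-linked gene Ddx3y were both expressed in 7 of the 14 libraries. Of the others 3 were male only (WT 3, Het 2, Het 5) and 4 female only (WT 2, WT 4, Het 1, Hom 2). Carry-over between libraries is argued against, since the lowest Ddx3y level of a mixed library was 26.1% of the male-only level. If each mixed library were a pool of pups of both sexes, its share of the male-only Ddx3y level and its share of the female-only Xist level would add up to about 1. The median sum was 0.91 (0.741 to 1.01), in line with pooled pups. The sex of the pups was not recorded as a factor of the design, and 3 of the 4 libraries labelled Hom were mixed, against 2 of 5 WT and 2 of 5 Het.

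WT 1 to 3 and Het 3 differed from the other libraries in markers of cells other than GNPs. The endothelial gene Cldn5 was at 5.39 to 14.03 TPM in these 4 libraries and at 50.43 to 229.29 in the others, and the Purkinje cell gene Pcp2 was at 15.1 to 30.62 TPM against 0 to 5.16. All 6 endothelial genes and 7 of the 8 Purkinje cell genes were expressed above the filter, and none of them is in another list. In batch 1 these levels therefore follow the WT label almost completely. In batch 2 the Purkinje cell list had a median Hom change of 0.23, the opposite of its pooled change, and the endothelial level differed by 0.57 between Hom and WT, with overlapping libraries (3.91 and 4.58 in WT, 4.51 and 5.11 in Hom). With 2 libraries per genotype in batch 2, a change in these cells with genotype cannot be told apart from uneven cell isolation within batch 1. Uneven content of these cells as the whole source of the Hom calls is argued against. With both marker levels as covariates, all 465 called genes kept their direction, 282 of them kept an adjusted p under 0.05 (158 lower and 124 higher), and the fit gave 249 lower and 167 higher genes. The same 4 libraries are the ones set apart in the test of Chd7 between batches, so handling of these libraries may underlie both.

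A lower share of differentiating neurons in the libraries labelled Hom would lower granule neuron markers. The 13 tested markers, of which 1 is in the cultured neuron list and none in the study's lower list, had a median change of -0.13 (exact permutation p 0.0333, adjusted 0.0809 over 17 lists), so a modest shift of this kind stays open and cannot be told apart from lower expression within the neurons. Without Hom 2 the median was -0.31 and without Hom 1 it was -0.084. Whether such a shift is the whole source of the falls among the genes called lower also stays open. Only 1 of the 13 markers fell by at least 0.64, the median fall of those genes, but they were selected for their fall and the markers were not. The markers themselves ran from -0.71 to 1.51. Of the 17 proliferation genes, 7 hedgehog response and 9 cell cycle genes were set apart after their values were seen, with Atoh1 in neither set. The hedgehog response genes had a median of 0.30, with all 7 higher (0.15 to 0.80; 0.52 in batch 1 and 0.19 in batch 2; exact permutation p 0.0167, the smallest possible). The 9 cell cycle genes had a median of -0.014 (exact permutation p 0.767), with 4 higher and 5 lower, and went -0.15 in batch 1 and 0.24 in batch 2, where they rose no less than the hedgehog response genes. A median near 0 over genes that go both ways does not decide whether a larger share of dividing progenitors raised the hedgehog genes. Stronger hedgehog response without more division is a hypothesis that these values leave open. By BrdU labelling, the study saw no significant change in the ratio of proliferating cells among isolated P7 GNPs. From stained tissue it reports less cell cycle exit and fewer granule neurons in Chd7-deficient cerebella.

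All 20 sterol synthesis genes were lower in the libraries labelled Hom (median -0.37; exact permutation p 0.0167, the smallest that 60 arrangements give, adjusted 0.0568). The sex composition of the pools is argued against as the source, since the median was -0.37 with the Y-linked level as a covariate. A single sequencing batch is argued against as well, with medians of -0.43 in batch 1 and -0.31 in batch 2. With the endothelial and Purkinje covariates it was -0.29. As 3 of the 20 genes are in the study's lower list, the list is not fully independent of it. Lower sterol synthesis in GNPs after Chd7 loss is a hypothesis, and a change in other lipid-producing cells, such as the astroglia whose markers had a median of -0.86, remains open.

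Trmt9b rose about as much in the libraries labelled Het (0.95) as in those labelled Hom (0.83), unlike the other named genes called in Hom apart from Gm23468, which fell by 2.0 in Het and 2.3 in Hom. Both mutant groups carry Atoh1-Cre and WT does not, so the transgene, a strain variant near the gene or the loss of 1 copy of Chd7 would each give this pattern. Within 1 Mb, 4 of 9 expressed genes had an unadjusted p under 0.05 in either contrast, against 17.1% of all tested genes (exact binomial p 0.052, one-sided). Among them Prag1 was 0.65 higher in Hom (unadjusted limma p 3.68e-06) but only 0.090 in Het (p 0.284). A local genetic difference cannot be told apart from an effect of Chd7 here, because Cre and the deletion come together and the neighbours are few.

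Long genes were enriched among genes called in either direction, although long genes as a class did not shift. Easier detection of long genes through higher expression is argued against. Genes matched to the lower genes on mean expression and spread had a median span of 22.3 kb (15.4 to 29.1 over 1000 draws) against 59.7 kb for the lower genes, and those matched to the higher genes 23.3 kb (16.4 to 35.3) against 42.5 kb. A candidate explanation is that Chd7 loss alters long neuronal genes both up and down, and other properties that go with length, such as neuronal function, were not tested.

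Otx1 and its paralog Otx2 changed in opposite directions in the libraries labelled Hom. Otx1 changed by -2.55 (limma adjusted p 1.62e-05) and Otx2, chosen after its values were seen, by 0.66 (adjusted p 0.0206). Otx2 was at 117.03 to 143.69 TPM in the 4 Hom libraries and 68.84 to 106.03 in the 5 WT libraries. In Het neither passed the threshold, with changes of -0.17 and -0.02. No explanation for this was tested.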
